A study of Danio rerio with 13 samples. Its data were reported in "Deiodinase Knockdown during Early Zebrafish Development Affects Growth, Development, Energy Metabolism, Motility and Phototransduction" (2015).

How the data were processed

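Gene expression was measured in the tail of zebrafish larvae at 72 hours post fertilization (hpf) on 13 2-colour oligonucleotide arrays. Larvae had been injected with a morpholino pair against the deiodinases of type 1 and type 2 (D1D2MO), with a morpholino against the deiodinase of type 3 (D3MO), or with a standard control morpholino (SCMO). A morpholino is a synthetic antisense oligomer, and those used against the deiodinases block translation, so the mRNA level of a deiodinase does not show whether its knockdown worked. Per the labels, D1D2MO was hybridised with SCMO on 5 arrays, D3MO with SCMO on 4 and D3MO with D1D2MO on 4. The channels thus held D1D2MO RNA 9 times, D3MO RNA 8 times and SCMO RNA 9 times, of which 4, 5 and 4 carried Cy5. Each channel held RNA of a pool of 20 tails per the labels, while the methods of the study give a larger pool. The methods also describe 4 biological replicates per group, each labelled with both dyes. Pools were thus used on more than 1 array, and the arrays were not all independent pools. The p-values therefore measure the spread as the authors fitted it, which may be partly technical.

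The authors quantified the spots with GenePix, removed spots that were at or near background on all arrays, corrected the background with a normal-exponential model and normalised each array by loess. They then fitted a linear model with limma, moderated the variances by empirical Bayes and adjusted the p-values by the Benjamini-Hochberg method. The limma version is not given in the sources used here. The log2 fold changes and mean log2 intensities were used as deposited, and the authors computed them from loess-normalised ratios and from the brightness of both channels. The p-values were deposited by the authors as unadjusted values for all probes and as adjusted values for the called probes. The deposited score is the moderated t of limma, which the authors gave for the called probes. Direction was taken from the deposited contrasts, in which the first named group is the numerator. No values per array were used here, so no array was left out in turn, no other background correction or normalisation was run, and no other split of the arrays was tried. The numbers of arrays and of pools limit the precision, and the background level per probe was not analysed here.

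The table of all contrasts held 19523 probes, and the lists of called probes together held 995. The contrast D3MO vs D1D2MO equalled the difference of the other two. Standard errors (SE) were obtained as the log2 fold change divided by the moderated t. For probes outside the called lists, t was recovered from the unadjusted p with the 8.72 total degrees of freedom that the deposited t and p implied. Adjusted p-values of these probes were recomputed by the Benjamini-Hochberg method over all 19523 probes. For called probes the recomputed values differed from the deposited ones by at most 0.483%. The ratio of the SE of D3MO vs SCMO to that of D1D2MO vs SCMO was 1.07, against 1.06 for a fit to all 13 arrays without a dye term and 1.08 with one. Those fits would leave 11 and 10 residual degrees of freedom, more than the 8.72 found in total, so the deposited fit was not a simple fit to all 13 arrays. The smallest number of arrays left out at which a fit matched the SE ratios was 3. Of the 286 such fits tried, 30 matched, with 7 residual degrees of freedom. Which terms or arrays the deposited fit held was not settled.

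A probe was counted as changed at an adjusted p below 0.05 and a fold change above 1.5 in either direction, the thresholds of the study. In the list for D3MO vs SCMO and in that for D3MO vs D1D2MO, 2 probes each had an adjusted p of 0.05 or more and were not counted. Only the called lists pair probes with accessions. Of the 995 probes, 814 had a RefSeq mRNA accession, and 786 matched 1 gene each in a table of RefSeq genes of assembly GRCz12tu, which was used for names alone. The other 209 probes have no name here. The 786 probes stand for 572 genes, and all statements on genes concern these, each of which was called in at least 1 contrast. No coordinates are given here. Where a gene had several probes, the brightest represented it.

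Before the data were examined, the thresholds, the tests, the alternatives, 36 gene lists and the rule for named genes were fixed. The lists were drafted after the study had been read, so they are not independent of what the study reported on these samples. This holds for the lists on energy metabolism, muscle, heat shock proteins, protein degradation and synthesis, and neural genes. Named were, per contrast, up to 10 genes with the largest rise and 10 with the largest fall among called genes whose named probes shared 1 sign, and up to 4 called members per list with the largest change. The deiodinase genes, klf9, and hsp90, unc45b, mef2ca, desma, myosin and tropomyosin genes were among those always named. Clone and locus numbers were left out. The rule took 150 genes, and 5 always named genes (dio1, dio2, dio3a, dio3b and mef2ca) have no value given here.

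Of the 36 lists, 21 had at least 3 named genes and were tested with the camera test for preranked statistics of limma on the moderated t, at a preset correlation of 0.01 between genes. The design had foreseen all other genes as the background, but names were at hand for called probes alone. The test therefore compares the members of a list with the rest of the 572 named genes, whose median log2 fold changes were 0.51 in D1D2MO vs SCMO, 0.29 in D3MO vs SCMO and -0.48 in D3MO vs D1D2MO. A list that does not pass can thus hold many changed genes. The correlation between genes could not be estimated from fitted contrasts, and 0.05 was used as the alternative. Adjusted p-values of lists are over the 21 lists of a contrast, and the result of 1 of these lists and values of some named genes are not reported here. For the counts of members, the number of changed genes adjusted over the list alone equalled that adjusted over all probes for every list. Of 218 genes on lists, 3 stood on 2 lists, among them dld. The symbol dld belongs to the Notch ligand deltaD and stood on the citric acid cycle list as the name of an enzyme subunit in other species. Chance correlation between the contrasts against the shared SCMO arrays was estimated by 100 simulations of unchanged groups.

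The recovery of t and SE from p, the calling of probes and the list test were tested on simulated data of 1 contrast before use. For simulated D1D2MO vs SCMO data over 19523 probes, 100 of 100 probes changed 2-fold and 100 of 100 changed 3-fold were recovered, with 0 false calls. These counts were nearly fixed in advance, as the median SE of 0.06 is small beside the log2 threshold of 0.585 and the simulated changes. The 13 simulated arrays were independent and fitted with a dye term, so pools used on several arrays were not covered. Alternatives were other thresholds, adjustments, counting units, centrings, a filter on the dimmest 25% of probes, and other statistics for the lists. Only called probes had a brightness, so this filter removed the dimmest 25% of the 995 called probes for counts. For lists it removed that share of the 572 named genes by their brightest probe. The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.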

Results

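The tail of zebrafish larvae at 72 hpf was profiled after knockdown of the enzymes that set the local level of the active thyroid hormone T3. Deiodinases of type 1 and type 2 convert the prohormone T4 to T3, and the deiodinase of type 3 inactivates T3 and T4. The 13 arrays compared D1D2MO with SCMO (5 arrays), D3MO with SCMO (4) and D3MO with D1D2MO (4). The deposited fit may rest on fewer of them. Fold changes were measured for 19523 probes, with a median SE of 0.06 on the log2 scale in each contrast. The numbers of arrays and of pools limit this precision. The methods of the study give 4 biological replicates per group, used on more than 1 array, so the SE may understate the spread between pools. Counts of list members below go by the brightest probe of each gene, and for some genes only a dimmer probe was called. A gene has a name here only because a probe of it was called in some contrast, so uncalled members are missing from these counts. Members whose called probes matched no gene are missing as well. The list tests share this selection. Over all 572 named genes, 266 were higher and 2 lower in D1D2MO, and 152 and 57 in D3MO. Between the knockdowns 102 were higher and 229 lower in D3MO. Fold changes of single genes below are log2 values with SE from the authors' deposited table.

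The comparison of D1D2MO with SCMO asked which transcripts respond to loss of the enzymes that produce T3. In the tail of D1D2MO larvae, 459 probes were higher and 2 were lower, so nearly all called changes were increases. Without a fold threshold 2761 probes were higher and 1340 lower at an adjusted p below 0.05. The 459 higher probes included genes of the contractile apparatus, mitochondrial energy production, glycolysis and protein degradation. Genes with large increases in the authors' deposited table included actc1b, an alpha actin of striated muscle, at 2.17 ± 0.10 (adjusted p = 4.29e-06) and, by their brightest probes, actb2, a cytoskeletal actin, at 1.84 ± 0.09 and uqcrc1, a core subunit of respiratory complex III, at 1.80 ± 0.19. The authors' deposited table also held a dimmer probe of acta1b at 2.30 ± 0.09 and a second uqcrc1 probe at 0.74. The 5 actb2 probes lay between 0.79 and 1.99 in the authors' deposited table. The decreased transcripts in the authors' deposited table were those of the splicing regulator mbnl2 (-0.64 ± 0.10) and the secretory carrier protein scamp3 (-0.63 ± 0.09). Each had 1 named probe.

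Muscle genes increased in D1D2MO. On the fast skeletal muscle list, 21 of 24 named genes were higher and none was lower (adjusted p = 9.36e-05), and on the slow muscle list 5 of 5 were higher (adjusted p = 0.00963). Fast muscle examples in the authors' deposited table were the troponin gene tnni2a.4 at 1.55 ± 0.06, the myosin light chain genes mylpfb at 1.53 ± 0.07 and mylpfa at 1.26 ± 0.06, and the creatine kinase ckma at 1.46 ± 0.08. Among slow muscle genes, the authors' deposited table gave 1.18 ± 0.05 for casq2, which stores calcium in the sarcoplasmic reticulum, 1.03 ± 0.09 for smyhc3 and 0.98 ± 0.06 for smyhc2. Tropomyosin genes were higher as well, with 1.45 ± 0.05 for tpm1, 1.36 ± 0.06 for tpma and 0.65 ± 0.06 for tpm4a in the authors' deposited table. The myosin heavy chain genes myhz1.1 and myhz1.2 stood at 0.64 ± 0.09 and 0.78 ± 0.10, and the intermediate filament gene desma at 0.77 ± 0.05, in the authors' deposited table. The tropomyosin tpm3, which is on the slow muscle list, was higher too. Without the dimmest 25% of probes the slow muscle list did not pass (adjusted p = 0.0746).

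Energy metabolism was the other large group. Of 24 named genes of the respiratory chain and ATP synthase, 22 were higher in D1D2MO and none was lower (adjusted p = 4.18e-06), and of 16 glycolysis genes 12 were higher and none was lower (adjusted p = 0.00019). In the authors' deposited table the complex I gene ndufb9 rose by 1.24 ± 0.06 and cyc1 of complex III by 1.25 ± 0.06. Among glycolytic enzymes, the authors' deposited table gave 1.41 ± 0.06 for the aldolase aldoab, 1.27 ± 0.06 for aldoaa, 1.19 ± 0.05 for the enolase eno1a and 1.12 ± 0.05 for the lactate dehydrogenase ldhba. The citric acid cycle list had 9 of 10 genes higher, 1 of which, dld, encodes a Notch ligand and stood there through a shared symbol. The others included idh2 at 0.91 ± 0.08 and sdhb at 0.96 ± 0.06 in the authors' deposited table, but the list did not stand apart from the other named genes (adjusted p = 0.0723). With dld included, it passed with ranks in place of t (adjusted p = 0.0387) and against random lists matched on intensity (adjusted p = 0.0334). The fatty acid oxidation genes hadh, etfa and etfb were all higher, at 0.88 ± 0.05, 0.77 ± 0.06 and 0.61 ± 0.06 in the authors' deposited table (list adjusted p = 0.152). None of these was called in D3MO or between the knockdowns, so all have a name only because they were called in D1D2MO. On the glycogen and gluconeogenesis list 2 of 4 genes were higher, pgm1 at 0.82 ± 0.05 and the muscle glycogen phosphorylase pygma at 0.78 ± 0.05 in the authors' deposited table (list adjusted p = 0.387).

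Subunits of the proteasome, which degrades ubiquitin-tagged proteins, were higher for 16 of 17 named genes (adjusted p = 0.00655). By their brightest probes only 4 of the 17 were called in D3MO and 0 between the knockdowns. Most thus have a name through D1D2MO alone, so a count near 17 was close to given in advance. Examples in the authors' deposited table were psma4 at 0.99 ± 0.05, psmb1 at 0.91 ± 0.06 and psmc2 at 0.91 ± 0.06. The groups given next did not stand apart from the rest in D1D2MO, although many of their members were higher. Epidermis genes were higher for 9 of 11 (list adjusted p = 0.25), with the keratins krt4 at 1.06 ± 0.09 and krt8 at 0.87 ± 0.09 in the authors' deposited table. Liver and yolk genes were higher for 7 of 9 (list adjusted p = 0.0504), with the apolipoproteins apoa1a at 1.33 ± 0.06 and apobb.1 at 0.84 ± 0.07 and the plasma carboxypeptidase cpn1 at 0.83 ± 0.06 in the authors' deposited table. This list passed with ranks (adjusted p = 0.0387), with members found on 1 list only (adjusted p = 0.0261) and against random lists (adjusted p = 0.0239). These liver and yolk markers moved with the muscle and metabolic genes in D1D2MO, and the dissection placed the liver and yolk in the abdomen. Collagen and fin matrix genes were higher for 4 of 8, including sparc at 1.02 ± 0.09 and fmoda at 0.79 ± 0.07 in the authors' deposited table (list adjusted p = 0.499). Translation factors were higher for 5 of 14 (list adjusted p = 0.577), with eef1a1l1 at 0.92 ± 0.07 and eef2b at 0.70 ± 0.09 in the authors' deposited table, and cytosolic ribosomal proteins for 1 of 21 (list adjusted p = 0.0723). That 1 was rpl8, at 0.59 ± 0.06 in the authors' deposited table, where its second probe stood at 0.57 and was not called, while the dimmer probe of rpl7 was called at 0.68.

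Lists that ranked below the other named genes in D1D2MO, by the brightest probe of each gene, were cytosolic heat shock proteins and chaperones (0 of 6 changed, adjusted p = 0.00655), differentiated neurons (0 of 9 changed, adjusted p = 0.0105) and ATF4 targets (0 of 5 changed, adjusted p = 0.0261). The median of the named genes was 0.51, so a low rank does not require a decrease. Dimmer probes of hsp90aa1.1, hsp90ab1 and smyd1a were called higher and reached 0.76, 0.70 and 0.77 in the authors' deposited table, as were those of rtn1a on the neuron list, up to 0.91. With the mean over the probes of a gene the heat shock list did not pass (adjusted p = 0.188), and without the dimmest 25% of probes the neuron list did not pass (adjusted p = 0.0655). The ubiquitin ligase gene mdm2 was not changed, at 0.09 ± 0.05 in the authors' deposited table. The brightest probe of the cyclin gene ccng1 stood at -0.01 ± 0.06, while its dimmer probes reached 0.58 in the authors' deposited table. Of the other lists, 1 of 9 genes of neural progenitors was higher (list adjusted p = 0.25), 2 of 4 erythrocyte genes (0.394), 2 of 5 mitochondrial ribosomal protein genes (0.995) and 1 of 3 aminoacyl-tRNA synthetases (0.789). The last was kars1, at 0.69 ± 0.07 in the authors' deposited table.

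Several abundant transcripts were covered by probes that gave different changes. For actb1, the authors' deposited table held 3 probes above a mean log2 intensity of 15 that lay between -0.23 and -0.17 in D1D2MO, while a probe at 12.6 stood at 2.08 ± 0.10. The bright probe of and2, an actinodin of the fin fold, stood at -0.29 ± 0.10 and its dim probe at 0.64 ± 0.07 in the authors' deposited table. In D3MO the authors' deposited table placed all 7 actb1 probes between 0.21 and 0.71.

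**Figure D1:**
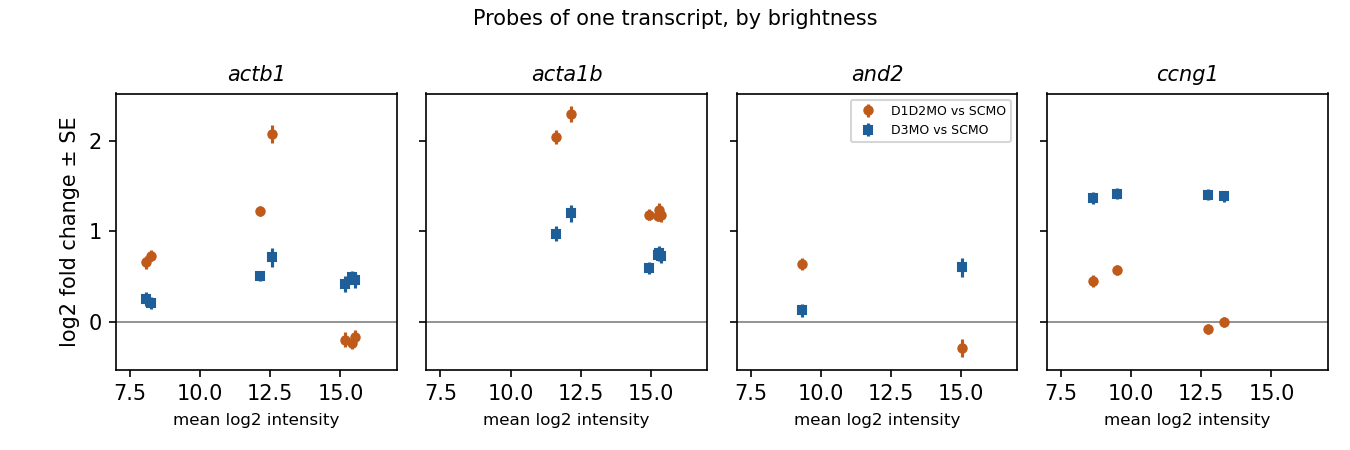
Log2 fold change with SE (vertical axis) against mean log2 intensity (horizontal axis) for the probes of actb1, acta1b, and2 and ccng1, as given in the authors' deposited table; circles are D1D2MO vs SCMO and squares D3MO vs SCMO. The genes were chosen after their values were seen, and the 3 brightest actb1 probes lie between -0.23 and -0.17 in D1D2MO while its probe at 12.6 lies at 2.08.

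The comparison of D3MO with SCMO asked which transcripts respond to loss of the enzyme that inactivates T3. In the tail of D3MO larvae, 274 probes were higher and 113 were lower. The strongest increases included those of an embryonic globin, rps27l, ccng1 and mdm2, and the strongest decreases included ribosomal protein genes and mitochondrial uncoupling proteins. The authors' deposited table gave 2.63 ± 0.08 for hbbe3, a beta globin (adjusted p = 7.45e-07), and -1.58 ± 0.06 for rpl22l1, a ribosomal protein gene (adjusted p = 1.60e-06).

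In the authors' deposited table for D3MO, the ribosomal protein gene rps27l stood at 1.71 ± 0.06, the cyclin gene ccng1 at 1.39 ± 0.06, mdm2 at 1.34 ± 0.06, and phlda3, an inhibitor of Akt signalling, at 1.23 ± 0.06. The 4 named probes of ccng1 lay between 1.37 and 1.42 in the authors' deposited table. Erythrocyte genes were higher for 4 of 4 (adjusted p = 0.00305), and besides hbbe3 they were the globins hbae1.1 at 0.87 ± 0.07, hbae3 at 0.69 ± 0.07 and hbaa2 at 0.68 ± 0.07 in the authors' deposited table.

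Genes of the cytosolic ribosome were lower as a group, with 8 of 21 lower and 1 higher (adjusted p = 5.80e-06). Besides rpl22l1 these included rps9 at -0.88 ± 0.07 and rpl3 at -0.79 ± 0.06 in the authors' deposited table. The 1 higher member was rps27l. Of 14 translation factors 2 were higher, eif4bb at 0.68 ± 0.09 and eif3k at 0.65 ± 0.06 in the authors' deposited table, and none was lower (list adjusted p = 0.418), by the brightest probe of each gene. Dimmer probes of eef1a1l2 and eef1g were called lower, down to -0.83 and at -0.62 in the authors' deposited table, and a dimmer probe of eif2s2 was called higher. Of 3 aminoacyl-tRNA synthetases, which load tRNAs with amino acids, 2 were higher (list adjusted p = 0.0859), with iars1 at 1.33 ± 0.09 and wars1 at 0.80 ± 0.05 in the authors' deposited table. Mitochondrial ribosomal protein genes were higher for 3 of 5 (list adjusted p = 0.262). One of these, mrpl20 at 0.75 ± 0.18 in the authors' deposited table, belonged to a set of 25 very bright probes of unrelated genes that shared nearly 1 pair of values, and whether these probes measured the named genes was not tested. Proteasome genes were higher for 4 of 17, such as psmb1 at 0.69 ± 0.07 in the authors' deposited table, and the list passed (adjusted p = 0.0168), though not with a preset correlation of 0.05 (adjusted p = 0.0758). Nor did it pass without the dimmest 25% of probes (adjusted p = 0.0691).

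Neural genes changed in both directions. Of 9 named genes of neural progenitors and neurogenesis 7 were higher and none was lower (adjusted p = 0.0151), including the proneural factor neurod4 at 0.83 ± 0.05, the Notch ligand dlb at 0.72 ± 0.06, the homeobox gene dbx1a at 0.72 ± 0.05 and the Notch target her4.1 at 0.62 ± 0.06 in the authors' deposited table. This list passed neither with a preset correlation of 0.05 (adjusted p = 0.0504) nor without the dimmest 25% of probes (adjusted p = 0.356). Of 9 genes of differentiated neurons 5 were lower and none was higher (adjusted p = 6.76e-05). They included neurod6b at -0.80 ± 0.06, tagln3b at -0.73 ± 0.06, the synuclein sncgb at -0.64 ± 0.06 and the complexin cplx2b at -0.64 ± 0.06 in the authors' deposited table. The single glial gene, plp1a of myelin, stood at 0.77 ± 0.06 and the single lens gene, the crystallin crygs3, at -0.66 ± 0.08 in the authors' deposited table.

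Fast muscle genes were higher for 13 of 24 in D3MO and none was lower (adjusted p = 0.00597, and 0.0521 with a preset correlation of 0.05). The 13 include mybpc2b, whose brightest probe belonged to the set of 25 very bright probes. The authors' deposited table gave 1.13 ± 0.07 for tnni2a.4, 1.08 ± 0.06 for mylpfa, 0.85 ± 0.09 for myhz1.1 and 0.84 ± 0.08 for ckmb, while the other two myhz1.1 probes stood at 0.42 and 0.33 and were not called. None of 5 slow muscle genes passed, with smyhc2 at 0.37 ± 0.07 and smyhc3 at 0.44 ± 0.09 in the authors' deposited table (list adjusted p = 0.413). The myosin chaperone unc45b stood at 0.71 ± 0.06, its partner hsp90aa1.1 at 0.80 ± 0.06 and desma at 0.75 ± 0.05 in the authors' deposited table, while hsp90ab1 was at -0.52 ± 0.06 and was not called. Heat shock proteins as a list did not stand apart (2 of 6 higher, adjusted p = 0.773), and only dimmer probes were called for serpinh1b and smyd1a (higher) and hspa8 (lower).

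None of the lists of energy metabolism passed in D3MO. In D3MO 5 of 24 respiratory chain genes were higher (list adjusted p = 0.231), such as atp5f1b and atp5f1c, both at 0.77 ± 0.06 in the authors' deposited table, and 0 of 10 citric acid cycle genes passed (list adjusted p = 0.939). Of 16 glycolysis genes, gapdh was higher at 0.93 ± 0.06 and ldha lower at -0.71 ± 0.06 in the authors' deposited table (list adjusted p = 0.802), although a dimmer ldha probe stood at 0.01. The uncoupling proteins ucp3 and ucp1, which are carriers of the inner mitochondrial membrane, fell by 1.03 ± 0.08 and 0.85 ± 0.06 in the authors' deposited table, where a second ucp1 probe stood at -0.38 and was not called. Parvalbumin pvalb8, a calcium buffer, stood at -1.33 ± 0.06, and pmepa1, a target of TGF-beta signalling, at -1.30 ± 0.06 in the authors' deposited table. The dimmer pvalb8 probe stood at -0.67 in the authors' deposited table and was also called lower. The thyroid hormone axis was represented by klf9 alone, a transcription factor gene induced by T3 in many tissues. It was lower in D3MO at -0.68 ± 0.06 (adjusted p = 0.000198) and stood at 0.03 ± 0.06 in D1D2MO in the authors' deposited table.

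The lists that follow did not pass in D3MO. Epidermis genes were higher for 1 of 11 (list adjusted p = 0.879), krt1-19e at 0.79 ± 0.08 in the authors' deposited table, and collagen and fin matrix genes for 3 of 8 (list adjusted p = 0.413), with fn1b at 0.87 ± 0.06 and mmp2 at 0.74 ± 0.06 in the authors' deposited table. None of 9 liver and yolk genes (list adjusted p = 0.201), 3 fatty acid oxidation genes (0.857) or 2 ionocyte genes passed. Of 4 glycogen and gluconeogenesis genes 1 was higher, pygma at 0.68 ± 0.05 in the authors' deposited table (list adjusted p = 0.773). Of 5 ATF4 targets, atf5b was higher at 0.64 ± 0.06 and chac1 lower at -0.77 ± 0.07 in the authors' deposited table (list adjusted p = 0.857).

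**Figure D2:**
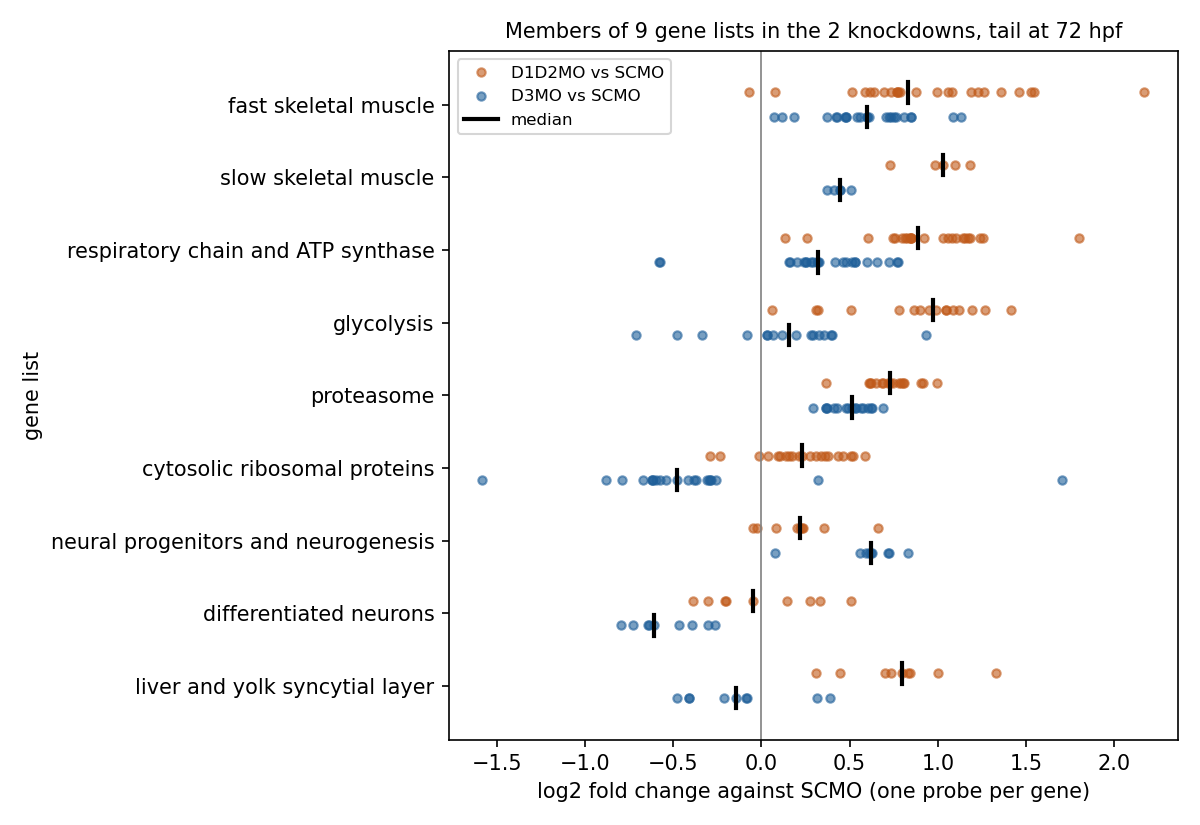
Log2 fold change against SCMO (horizontal axis) of the named members of 9 gene lists (vertical axis), 1 probe per gene from the authors' deposited table, with D1D2MO in orange, D3MO in blue and the median of each list as a black bar. The median of the cytosolic ribosomal proteins is 0.23 in D1D2MO and -0.48 in D3MO.

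The direct comparison of D3MO with D1D2MO tested whether the effects of the knockdowns differed. Here 178 probes were higher and 445 were lower in D3MO. Among the genes named here the largest difference was that of pmepa1, at -2.59 ± 0.06 in the authors' deposited table (adjusted p = 2.87e-07), and it rose in D1D2MO (1.29 ± 0.05) and fell in D3MO. Higher in D3MO were rps27l at 1.61 ± 0.06, ccng1 at 1.40 ± 0.06 and hbbe3 at 1.38 ± 0.08 in the authors' deposited table. In contrast, glycolysis genes were lower in D3MO for 15 of 16 (adjusted p = 0.00512), such as aldoaa at -1.07 ± 0.07, the pyruvate kinase pkmb at -1.02 ± 0.05 and aldoab at -1.02 ± 0.06 in the authors' deposited table. Liver and yolk genes were lower for 7 of 9 (adjusted p = 0.00885), led by apoa1a at -1.74 ± 0.06, the retinol carrier rbp4 at -1.14 ± 0.06 and afp4 at -1.11 ± 0.06 in the authors' deposited table, but the list did not pass without the dimmest 25% of probes (adjusted p = 0.249). Cytosolic ribosomal proteins were lower for 19 of 21 and higher for 2 (adjusted p = 0.0176, and 0.0888 with a preset correlation of 0.05), with rpl22l1 at -1.35 ± 0.06 and rps9 at -1.02 ± 0.07 in the authors' deposited table. Genes of neural progenitors ranked above the others (adjusted p = 0.00512), with 2 of 9 called higher, her2 at 0.64 ± 0.06 and her12 at 0.61 ± 0.06 in the authors' deposited table, and the list did not pass without the dimmest 25% of probes (adjusted p = 0.308). Heat shock proteins and chaperones were higher for 4 of 6 and lower for 2 (adjusted p = 0.0198), with unc45b at 0.87 ± 0.06 and hsp90ab1 at -0.61 ± 0.06 in the authors' deposited table. The list also held serpinh1b, a chaperone of collagen, and smyd1a, a methyltransferase of muscle. For these and hsp90aa1.1 the probes gave different values, and with the mean over the probes of a gene the list did not pass (adjusted p = 0.0827).

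For the lists that follow the list test of the difference did not pass. It compares a list with the other named genes, whose median difference was -0.48, so a miss does not show equal effects. A call in 1 knockdown alone does not show a difference either, while members called between the knockdowns differed. The brightest probe of every named member was negative in the respiratory chain (at most -0.22), the citric acid cycle (-0.30) and slow muscle (-0.32). The respiratory chain was lower in D3MO for 12 of 24 (adjusted p = 0.0628, and 0.0357 against random lists matched on intensity, which passed), fast muscle lower for 7 and higher for 1 of 24 (0.753; the 1 is mybpc2b, by its probe in the set of 25 very bright probes, and dimmer probes of 5 further genes were called lower), slow muscle lower for 3 of 5 (0.321), the citric acid cycle lower for 4 of 10 (0.255), and the proteasome changed for 0 of 17 (0.876). Erythrocyte genes were higher for 1 of 4, hbbe3 at 1.38 ± 0.08 in the authors' deposited table (list adjusted p = 0.0628, and 0.0380 with the mean over the probes of a gene, which passed), and genes of differentiated neurons were lower for 5 of 9 (0.168). Translation factors were lower for 9 and higher for 3 of 14 (0.692), epidermis genes lower for 4 of 11 (0.321), collagen and fin matrix genes higher for 3 and lower for 2 of 8 (0.215), and ATF4 targets higher for 3 and lower for 2 of 5 (0.215). Genes of muscle that were lower in D3MO than in D1D2MO included actc1b at -1.36 ± 0.10, tmem38a, an ion channel of the sarcoplasmic reticulum, at -1.22 ± 0.10 and ckma at -0.92 ± 0.09 in the authors' deposited table. Differences of desma (-0.01 ± 0.05) and mylpfa (-0.18 ± 0.06) in the authors' deposited table were not called.

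The lists of called probes of both knockdowns overlapped. Against SCMO, 78 probes were higher and 1 was lower in both, where independent lists of those sizes would share 6.44 and 0.0116. A further 4 probes changed in opposite directions. Of the 78 probes, 22 differed between the knockdowns, of which 20 were higher in D1D2MO and 2 in D3MO. Across all 19523 probes, which are not independent replicates, the fold changes had a Pearson correlation of 0.39 and a Spearman correlation of 0.41. Simulated unchanged groups that shared the SCMO arrays gave 0.47 and 0.45, and an overlap of 0. This 0 was nearly fixed in advance, as the log2 threshold of 0.585 lies far above the median SE of 0.06. It therefore says nothing on the shared calls. The covariance was 0.0178, against 0.00184 in the simulations, so it exceeded what sharing the SCMO arrays gives at the fitted spread between arrays. A shift of the SCMO pools themselves was not part of the simulations, and the SCMO arrays could not be split here, so the part of the overlap that comes from sharing the control is open. Of the 459 probes higher in D1D2MO, 379 had a positive value in D3MO, with medians of 0.77 and 0.27, and 217 differed between the knockdowns.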

Values the study reported

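In the tail, the study reported 362 differentially expressed transcripts in D1D2MO larvae and 311 in D3MO larvae. Probes of an identical transcript were averaged by the study before further analysis.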

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

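The tests of explanations in this part were chosen only after the results had been seen, while the tests of the differences themselves were planned. By its brightest probe, a gene is given here when it was called in opposite directions in the knockdowns and their difference was called. A list reported here is given when the test of D3MO vs D1D2MO passed for it.

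Transcripts of pmepa1 rose in D1D2MO and fell in D3MO, and in the authors' deposited table the difference was -2.59 (D1D2MO 1.29, D3MO -1.30). This gene had 1 named probe. The dimmer of 2 pvalb8 probes was also called higher in D1D2MO (0.64) and lower in D3MO (-0.67) in the authors' deposited table. The brighter pvalb8 probe was not called in D1D2MO (-0.16). Among the lists reported here, those with a difference between the knockdowns had these median differences of D3MO minus D1D2MO on the log2 scale. Higher in D3MO were heat shock proteins and chaperones by 0.79 and genes of neural progenitors by 0.48. Lower in D3MO were the cytosolic ribosomal proteins at -0.75, glycolysis genes at -0.79 and liver and yolk genes at -0.88. The heat shock list did not pass with ranks (adjusted p = 0.102), with the mean over the probes of a gene (0.0827) or against random lists (0.0992), and 2 of its 6 genes were called lower. Without the dimmest 25% of probes the lists of neural progenitors (0.308) and of liver and yolk (0.249) did not pass, nor did the ribosomal proteins with a preset correlation of 0.05 (0.0888).

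The first pattern weighed was the one-sided rise in D1D2MO, with 459 probes higher and 2 lower. With no fold threshold 2761 were higher and 1340 lower, so the pattern is that of the larger changes. An offset of all ratios stays open, as the median of all probes, 0.000493, was set by the normalisation within arrays, and so does a larger share of muscle in the dissected tails, as the median of 0.63 over the epidermis genes covers only those that had a name because a probe was called. A difference in RNA quality or labelling of the D1D2MO pools cannot be told apart from the knockdown, as the probes of 1 transcript gave different changes (a median of 0.24 more in the dimmest than in the brightest probe) but the size of this gap varied with brightness. Loss of T3 production, the biological explanation the design names, likewise stays open as a possible explanation and was not tested. As each pool was used on several arrays, a shift of 1 pool could enter several of them.

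The second pattern was that probes of 1 transcript differed by brightness in D1D2MO. Tested were 79 transcripts, some without a gene name, whose probes sharing an accession spanned at least 1 log2 unit of mean intensity. The dimmest probe was the higher one in 55 of 79 in D1D2MO (two-sided exact sign test p = 0.000639), against 42 of 79 in D3MO (p = 0.653). These transcripts share arrays and pools, while the sign tests and the bootstrap intervals below treat them as independent. A property of the SCMO pools as the whole cause is argued against by the comparison without SCMO, in which the median absolute gap was 0.24 against 0.27 in D1D2MO vs SCMO, and saturation of bright probes as the whole cause by the 28 transcripts whose dimmest probe rose in D3MO, where the D1D2MO gap exceeded that given by the share of the change lost in D3MO by a median of 0.30 (95% bootstrap interval 0.12 to 0.44). An offset of the D1D2MO ratios that depends on brightness is consistent with the median gap of 0.43 in the 20 transcripts whose brightest probe was above a mean log2 intensity of 13 and 0.13 in the other 59, a difference of 0.31 (95% bootstrap interval 0.08 to 0.55). Changes of some bright muscle and actin probes in D1D2MO could therefore be understated, or those of their dim probes overstated, and which probes are right was not tested. In acta1a and actb2 the brightest probe was above the dimmest, and only probes called in some contrast had a brightness to test. The loess step of the authors already adjusts ratios for brightness within each array, so an offset by brightness would have to remain after it. Among the 20 transcripts was mybpc2b, whose brightest probe belonged to the set of 25 very bright probes.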

How the results depend on the processing

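The alternatives were all planned. Without a fold threshold, 4101 probes changed in D1D2MO (2761 higher and 1340 lower), 5963 in D3MO (3045 and 2918) and 5738 between the knockdowns (2363 and 3375), and 1739 were shared. A 2-fold threshold left 105, 47 and 80 probes, and a test against a 1.5-fold change left 135, 43 and 110. Counting 1 value per gene symbol gave 268, 209 and 331, with 35 shared. This setting counts fewer items, leaves out the 209 probes without a name and judges each gene by its brightest named probe. All these counts lie over 1.5 times from those reported. A threshold of 0.01, other adjustments, centring and leaving out the dimmest 25% of probes kept the counts within 1.5 times. So did the mean per accession (359 in D1D2MO and 306 in D3MO), but it averaged only probes already called and set no threshold on the mean. It thus counts transcripts with at least 1 called probe, and averaging could not remove a call. With a preset correlation of 0.05, 4 of all tested lists passed in D3MO vs SCMO in place of 7, since that setting widens the test. Over the single list results, 346 were the same, 14 lost and 8 gained their call, and 7 turned direction without passing in either case. The turned ones were the mitochondrial ribosomal proteins in D1D2MO (adjusted p = 0.923 with the mean over probes, 0.839 without dim probes, 0.826 against random lists), ATF4 targets in D3MO (0.966 with ranks), the citric acid cycle in D3MO (0.728 with ranks, 0.864 without dim probes) and fast muscle between the knockdowns (0.663 with ranks), and the cause was not tested. Of the results of single genes, 1614 were the same, 5 gained and 181 lost their call, 164 of them under the test against a 1.5-fold change. No paired analysis was possible because no values per array were used here, and leaving out arrays and another normalisation were not run. Signal over background was not analysed here.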

Other observations

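The gene families in the first paragraph of this part were chosen only after their values had been seen, and no test of the families was run. In the authors' deposited table all 8 named tubulin genes were higher in D1D2MO, between 0.60 and 0.98, and none was called in D3MO, where they lay between 0.26 and 0.48, or between the knockdowns. As names came from calls, that all 8 were higher largely follows from how they were named. The voltage-dependent anion channels vdac1, vdac2 and vdac3, pores of the outer mitochondrial membrane, were higher in D1D2MO, between 0.60 and 0.95 in the authors' deposited table. The uncoupling proteins ucp1, ucp2 and ucp3 were lower in D3MO, between -1.03 and -0.62 in the authors' deposited table, and none was called in D1D2MO. Of 13 named ribosome assembly factors, 9 were higher and 2 lower in D3MO, with a median of 0.67 in the authors' deposited table, and none was called in D1D2MO. Between the knockdowns 7 of these were higher and 3 lower in D3MO. Of 5 named chaperonin subunits 3 were higher in D1D2MO and 2 in D3MO.

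Some lists were represented by single genes. The lysozyme gene lyz of leukocytes (-0.81 ± 0.06) and gch2 of pigment cells (-0.63 ± 0.06) were lower in D3MO than in D1D2MO, and col2a1a of cartilage and notochord was higher (0.61 ± 0.06) in the authors' deposited table. The intestinal gene fabp1b.1 was higher in D1D2MO at 0.60 ± 0.06, as were the 2 ionocyte genes ca2 at 0.65 ± 0.06 and rhcga at 0.64 ± 0.08 in the authors' deposited table. The lists of endoplasmic reticulum chaperones, myogenic regulators, cardiac muscle, exocrine pancreas, interferon response, cell cycle and circadian clock held 0 named genes, and no value is given here for them. An empty list does not show that no member was called, as 209 of the 995 called probes have no name. The study itself lists the myogenic regulator mef2ca among muscle development transcripts upregulated in the tail.

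A set of 25 of the 63 called probes above a mean log2 intensity of 14 shared nearly 1 pair of values. In the authors' deposited table these probes lay between -0.10 and 0.01 in D1D2MO and between 0.60 and 0.78 in D3MO. The set held probes of 18 named genes, among them exorh, ino80db, pde8a, parn and mrpl20, which were picked after their values were seen. Whether these probes measured the genes they are named for was not tested, and they were kept in the counts of probes and genes.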
